A study of Mus musculus with 16 samples.

How the data were processed

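Poly(A)-selected RNA from mouse liver and white adipose tissue was sequenced. Per the labels' protocols, total RNA was taken with Trizol, mRNA was captured on oligo(dT) beads, fragmented and reverse transcribed with a NEBNext Ultra kit, and the ligated fragments were selected by size on agarose and amplified by PCR. The labels name neither the read aligner, the counting program, the genome build, the annotation release, the strand of the libraries nor the handling of duplicate reads, and they give no sequencing batch. Because the build is not stated, no coordinates are given, and genes are named by symbol with the identifiers of the deposited tables.

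The authors deposited 1 table per tissue with the same 22322 Ensembl gene identifiers in both. Per the file headers, each library has a column of counts and a column of FPKM, that is, fragments scaled by gene length and library size. The deposited counts are whole numbers with a different total in each library. In each library between 1 and 31 genes had a count of 0 beside an FPKM above 0, so the counts may be estimates that were rounded before deposit. Reads shared by near-identical paralogs, by overlapping genes or by antisense genes may have been split or lost in the authors' counting, and such genes are uncertain. Symbols came from a table of gene names, which held 22267 of the identifiers. All 16 libraries were mapped to a group from their titles, and 0 columns were left unmapped.

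The groups were vehicle (labelled HFD) and halofuginone (labelled H100), with 5 and 5 libraries of liver and 3 and 3 of white adipose tissue. Library totals ran from 20309956 to 31980683 counts in liver and from 17070614 to 21387799 in fat. A count of 0 allows up to 3 counts, which is 0.0938 to 0.148 CPM (counts scaled to a common library size) in liver and 0.140 to 0.176 CPM in fat. Without molecular identifiers, such floors cover counting error only. No pair of libraries in a group was alike within sampling noise, since the smallest chi-square per degree of freedom was 31.2 in liver and 53.1 in fat, so every library counted as 1 replicate.

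The tests, the gene lists, the rule for the genes to be named and most alternatives were fixed before the data were examined. Each tissue was fitted alone with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM factors, glmQLFit and glmQLFTest, two-sided, Benjamini-Hochberg adjustment), and a gene was called at an adjusted p under 0.05. A difference of the drug effect between tissues was tested in 1 fit of all 16 libraries as the fat effect minus the liver effect. This test takes all 16 libraries as independent, although the labels do not exclude that liver and fat with the same number came from 1 animal. Standard errors are the absolute log2 fold change divided by the square root of the quasi-likelihood F. CPM values in the text are counts divided by the TMM-scaled library size. Named genes were, per tissue, the 5 largest rises and 5 largest falls among called genes with at least 5 CPM in the higher group and no overlap between the groups, a fixed list of 17 genes, and the 3 largest positive and 3 largest negative contrasts with at least 5 CPM in both tissues.

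A total of 10 gene lists were tested with camera in limma 3.58.1 (preset inter-gene correlation of 0.01, log2 CPM with a prior count of 2, Benjamini-Hochberg over the lists), with fry and camera with an estimated correlation as checks. The lists were an amino acid response driven by the transcription factor ATF4, collagen and matrix, lipogenesis, cholesterol synthesis, fatty acid oxidation, thermogenesis, macrophage and inflammation, mature adipocyte, oxidative phosphorylation and endoplasmic reticulum chaperones. A list score is the mean log2 CPM over the list in a library minus the vehicle mean, compared by an exact permutation test. A further 11 marker lists (skeletal muscle, epididymis, lymphocyte, mammary and skin epithelium, exocrine pancreas, erythrocyte, endothelium, mesothelium, acute phase, brown fat and abundant fat transcripts) were used to look for other cell types. The first 5 of these and erythrocyte were fixed before, and endothelium, mesothelium, acute phase, brown fat and abundant fat transcripts were written after expression values had been seen. Random lists in tests of single lists numbered 10000. Their permutation p-values come from draws over genes and do not measure the spread between libraries.

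Alternatives were DESeq2 1.42.0, DESeq2 size factors, library size alone, other filters on low counts, the replicate number as a block, 1 fit of all groups, robust dispersion, limma on log2 of the deposited FPKM with a pseudocount of 1 or 0.1 (genes with at least 1 FPKM), a threshold of 1 on the absolute log2 fold change, and leaving out each replicate. Removal of each library's trend on GC content, the newer quasi-likelihood option of edgeR, the leave-one-out values of the correlation between tissues, and all alternatives for lists in the contrast between tissues were added after seeing the data. GC content and length came from the longest GENCODE M21 transcript of each gene and covered 99.9% of the tested genes.

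The procedures were tested on simulated data, with counts drawn from the means, dispersions and library sizes of the real libraries. In these, 200 genes were changed by 2 on the log2 scale. Genes were drawn independently, so deviations shared by many genes of a library were absent. Recovery in the real libraries may therefore be lower. The edgeR test recovered 99.0% of the changed genes among 12246 in liver and 72.6% among 13792 in fat, with 4.41% and 4.67% of its calls false. DESeq2 recovered 99.5% and 83.8%, with 18.0% and 27.9% of its calls false. The limit on false calls set for this test was loosened for DESeq2 after these shares were seen. For the contrast between tissues, 77.5% of the changed genes were recovered among 14632, with 4.32% of the calls false. limma on FPKM recovered 99.4% among 10054 genes in liver and 81.9% among 12031 in fat, with 6.70% and 5.23% of its calls false. The fit with GC trends removed recovered 95.4% among 12227 and 63.1% among 13790, with 3.61% and 5.30% of its calls false. A list moved by a known amount was called by camera, camera with an estimated correlation and fry in both tissues, with 0 of the other lists called.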

Results

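The series profiled gene expression in DIO (diet-induced obese) mice after 8 weeks of treatment with halofuginone, given by intraperitoneal injection at 100 μg/kg every 2 days, or with vehicle. Halofuginone inhibits prolyl-tRNA synthetase, the activity carried in mammals by the product of Eprs. Liver was measured in 5 vehicle and 5 halofuginone libraries and white adipose tissue in 3 and 3. The labels name neither the fat depot nor whether liver and fat with the same number came from 1 animal. Liver libraries held 20309956 to 31980683 counts, with the smallest total in halofuginone replicate 1, and fat libraries held 17070614 to 21387799. The gene with most counts in every liver library was Alb, at 7.84 to 9.66% of the counts in vehicle and 3.17 to 7.98% under halofuginone.

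Principal components of log2 CPM were computed first to see how the libraries group. In liver the first component carried 56.2% of the variance. Its scores were between −36.0 and −28.3 in the 5 vehicle libraries and between 32.4 and 58.0 in halofuginone replicates 2 to 5, and replicate 1 lay next to vehicle at −23.3. In fat the first component carried 39.4% and did not separate the arms. Vehicle replicate 2 (−65.7) and halofuginone replicate 3 (−25.5) were the lowest there.

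**Figure D1:**
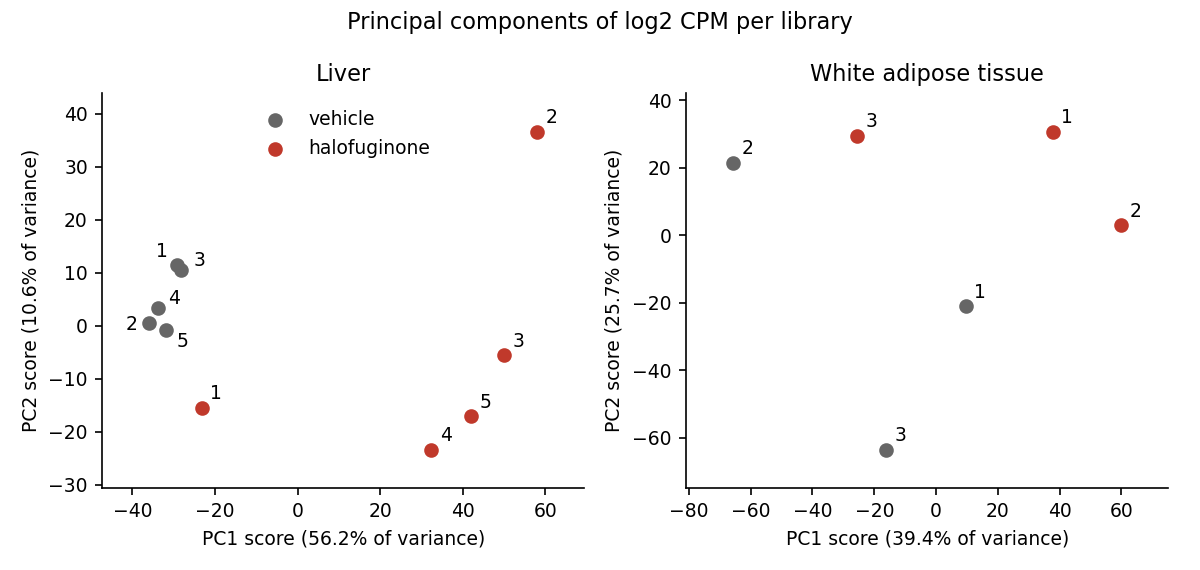
Scores on the first (x axis) and second (y axis) principal component of log2 CPM, 1 point per library with its replicate number, for liver (left) and white adipose tissue (right), vehicle in grey and halofuginone in red. Halofuginone liver 1, at −23.3 on the first component, sits beside the vehicle livers, which lie between −36.0 and −28.3.

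The first comparison asked which liver genes differed between halofuginone and vehicle. Of 12311 genes tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 2850, of which 1558 were higher and 1292 lower under halofuginone. A total of 693 had an absolute log2 fold change above 1. An unadjusted p under 0.05 was found for 4813 genes, against 615.55 expected by chance. Apart from a threshold of 1 on the absolute log2 fold change, single libraries moved the count of 2850 most. Leaving out halofuginone replicate 1 raised it to 5312, and leaving out halofuginone replicate 3 lowered it to 1275. Scaling by library size alone gave 2789 higher and 838 lower genes (76.9% higher, against 54.7% with TMM) and shifted the median log2 fold change of all genes by 0.16. Fold changes here are therefore relative to the TMM scaling. In 1438 of the 12311 genes the 2 groups did not overlap, which chance gives for 0.794% of genes.

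Among called genes with at least 5 CPM and no overlap between the groups (1076 genes), the largest rises were in Moxd1, Asns, Trib3, Fibin and Cyb5r1. Moxd1 (ENSMUSG00000020000) was at or under the 3-count floor in all vehicle livers and reached 35.7 ± 64.2 CPM (SD, n = 5) under halofuginone, at least 288-fold higher, but 1 library held most of it (149 CPM in replicate 2, with 22.8 CPM in the next). Asns (ENSMUSG00000029752) rose from 0.643 ± 0.410 to 69.2 ± 43.9 CPM (SD, n = 5 each), a log2 fold change of 6.80 (SE 0.74, edgeR adjusted p 0.000896). Trib3 (ENSMUSG00000032715) rose from 3.99 ± 1.18 to 219 ± 131 CPM, with a log2 fold change of 5.78 (SE 0.81, edgeR adjusted p 0.00317). Fibin and Cyb5r1 had log2 fold changes of 5.22 (SE 0.76) and 3.70 (SE 0.53). All 5 halofuginone libraries lay above every vehicle library for these genes. Replicate 1 was the lowest of the 5 for Asns (6.71 CPM, vehicle maximum 1.35 CPM) and for Trib3 (5.96 CPM, vehicle maximum 5.73 CPM), but not for Moxd1 (1.99 CPM, with 1.66 CPM in replicate 4 and a vehicle maximum of 0.1002 CPM).

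The largest falls by the same rule were in Cfd, Cidea, Ntrk2, Plin4 and Acss3. As that rule required, all 5 halofuginone libraries, replicate 1 included, lay below every vehicle library for these. Cfd (ENSMUSG00000061780) was at 13.8 ± 9.55 CPM in vehicle (SD, n = 5) and at or under the 3-count floor in all halofuginone livers, at least 116-fold lower. Cidea (ENSMUSG00000024526) went from 20.9 ± 11.6 to 0.0598 ± 0.0568 CPM, a log2 fold change of −8.28 (SE 0.62, edgeR adjusted p 9.41e-05) that rests on 4 or fewer counts per halofuginone library. Ntrk2 fell by 4.08 on the log2 scale (SE 0.32), Plin4 by 3.67 (SE 0.44) and Acss3 by 3.40 (SE 0.57).

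Of the 17 genes fixed beforehand, 14 passed the filter in liver. Adjusted over the list alone, 10 were called, 7 higher and 3 lower, and 9 were called over all genes tested. Asns, Trib3, Fgf21 (log2 fold change 2.91, SE 0.51), Ddit3 (2.81, SE 0.59), Eprs (1.24, SE 0.25) and Atf4 (0.77, SE 0.20) were higher. Scd1 (−1.74, SE 0.36), Col1a1 (−1.77, SE 0.31) and Col3a1 (−1.71, SE 0.38) were lower. Gdf15 (0.88, SE 0.32) was called over the list alone, with an edgeR adjusted p of 0.0619 over all genes, which was 0.0278 without vehicle replicate 3 and 0.0291 without halofuginone replicate 1. The call of Atf4 was lost without vehicle replicate 1, 2 or 4 or halofuginone replicate 3 or 5, with edgeR adjusted p-values from 0.0508 to 0.0568 in those fits. Fasn, Srebf1, Cpt1a and Adgre1 differed by less than the test could separate from replicate spread (edgeR adjusted p 0.238, 0.299, 0.760 and 0.972). Lep, Adipoq and Ucp1 did not pass the filter in liver.

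The second comparison asked the same of white adipose tissue. Of 14030 genes tested with edgeR and Benjamini-Hochberg adjustment, 0 were called, and the smallest adjusted p was 0.0887 (37 genes under 0.1). An unadjusted p under 0.05 was found for 1881 genes, 771 higher and 1110 lower, against 701.5 expected by chance. The spread between replicates was larger than in liver, with a biological coefficient of variation of 0.337 against 0.229. The choice of test moved the count most, since DESeq2 called 723 genes (235 higher, 488 lower), although 27.9% of its calls were false in data simulated at this size. The replicate values of the groups did not overlap in 2887 genes, where chance gives 10% of the 14030.

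Of the 17 fixed genes, 16 passed the filter in fat. Adjusted over the list alone, 12 were called, 7 higher and 5 lower, and 0 over all genes tested. Higher were Trib3 (log2 fold change 3.45, SE 0.54), Fgf21 (2.42, SE 0.63), Ddit3 (2.36, SE 0.33), Asns (2.12, SE 0.37), Gdf15 (1.99, SE 0.34), Eprs (1.32, SE 0.31) and Atf4 (1.15, SE 0.26). Lower were Fasn (−2.08, SE 0.50), Col3a1 (−1.56, SE 0.36), Adgre1 (−1.53, SE 0.17), Col1a1 (−1.27, SE 0.28) and Cpt1a (−0.44, SE 0.16). In each of these 12 genes all 3 halofuginone libraries lay outside the vehicle range on the same side. Adgre1, which encodes the macrophage marker F4/80, was at 385 ± 60.1 CPM in vehicle and 133 ± 8.61 CPM under halofuginone (SD, n = 3 each). Fasn was at 739 ± 325 and 175 ± 100 CPM. Lep (−0.81, SE 0.40), Adipoq (−0.25, SE 0.38), Scd1 (0.17, SE 0.39) and Srebf1 (0.18, SE 0.27) were not separated from replicate spread, and the direction of Scd1 depended on halofuginone replicate 3, without which its log2 fold change was −0.34. Ucp1 did not pass the filter.

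**Figure D2:**
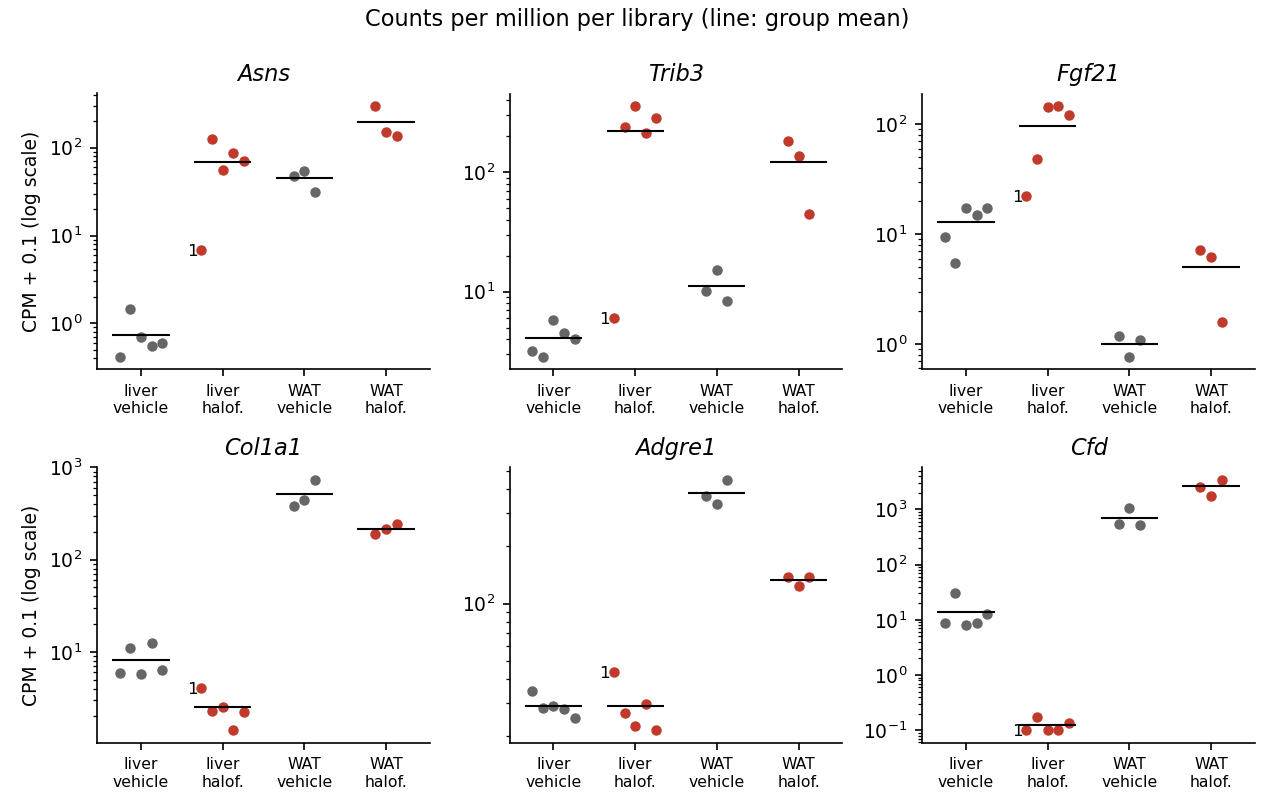
CPM plus 0.1 (y axis, log scale) of 6 genes in each library, by tissue and arm (x axis), vehicle in grey and halofuginone in red, with a line at the group mean and halofuginone liver 1 marked. In liver this library has 6.71 CPM of Asns, under the 127 CPM of the highest halofuginone liver, while its Cfd is at the floor like that of the other halofuginone livers.

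The gene lists asked whether groups of genes moved together. In liver camera called 9 of 10 lists, 1 higher and 8 lower, but 12 of 100 splits of the 10 libraries gave as many, so camera calls alone do not tell the arms apart here. Under fry 7 lists were called, and only the real split gave as many. These were the ATF4 amino acid response (median log2 fold change 0.98, 28 of 31 genes higher, fry adjusted p 0.0158), collagen and matrix (−0.67, 35 of 37 lower, 0.00287), cholesterol synthesis (−0.76, 23 of 24 lower, 0.0106), fatty acid oxidation (−0.66, 25 of 29 lower, 0.0333), thermogenesis (−0.42, 12 of 14 lower, 0.0114), mature adipocyte (−0.72, 12 of 15 lower, 0.000481) and oxidative phosphorylation (−0.37, 34 of 37 lower, 0.0179). Lipogenesis and macrophage and inflammation were called by camera but not by fry, and with an estimated correlation 0 lists were called, 2 having an unadjusted p under 0.05. The thermogenesis median was −0.25 without halofuginone replicate 2, −0.66 without halofuginone replicate 1 and −0.15 with no filter on low counts, and the mature adipocyte median was −0.39 with no filter. The median of lipogenesis was −0.33, and its camera call was lost without vehicle replicate 4 or 5 or halofuginone replicate 1 or 2 (medians from −0.35 to −0.24). Endoplasmic reticulum chaperones (−0.21) were called by camera only without vehicle replicate 4, at −0.27, and were at −0.13 without vehicle replicate 3. The macrophage and inflammation median was −0.28, and −0.49 without halofuginone replicate 1.

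The list scores per library gave the replicate spread. In liver the ATF4 score was 1.49 higher under halofuginone, with an SD of 0.175 in vehicle and 0.826 under halofuginone (n = 5 each, exact permutation p 0.0159, 0.0265 adjusted over the lists), with 4 of 5 halofuginone libraries above all vehicle libraries. Replicates 2 to 5 lay between 1.77 and 1.94 and replicate 1 at 0.02, inside the vehicle range. The scores of collagen and matrix (−0.74), thermogenesis (−0.91) and mature adipocyte (−1.52) were below every vehicle liver in 5 of 5 halofuginone livers. Each had an exact permutation p of 0.00794, the smallest that 5 against 5 can give (0.0265 adjusted). For thermogenesis, halofuginone liver 1 scored −0.27. Cidea, 1 of the 14 genes, was at 0 CPM there, against 7.60 to 34.7 CPM in vehicle livers. That score may therefore rest on Cidea alone, and it was not computed without Cidea. In 4 of 5 halofuginone livers the scores of cholesterol synthesis (−0.73), fatty acid oxidation (−0.70), oxidative phosphorylation (−0.35) and macrophage and inflammation (−0.58) were below every vehicle liver, with adjusted exact permutation p-values of 0.0265, 0.0340, 0.0265 and 0.0496. For lipogenesis (−0.42) this was 0.123, with 3 of 5 below. Of the mature adipocyte list only 15 of 22 genes passed the filter in liver.

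In fat camera called 5 lists, 1 higher and 4 lower, and fry called 3 of these. The ATF4 amino acid response was higher (median log2 fold change 0.94, 31 of 36 genes, fry adjusted p 0.0377), and collagen and matrix (−0.77, 33 of 38 genes lower, 0.0107) and cholesterol synthesis (−0.46, 22 of 23 lower, 0.0269) were lower. For these 3 lists all 3 halofuginone scores lay outside the vehicle range, with an exact permutation p of 0.1, the smallest that 3 against 3 can give. Macrophage and inflammation (−0.42) and lipogenesis (−0.37) were called by camera but not by fry, and their scores overlapped between the arms (exact permutation p 0.3 each, n = 3). Both camera calls rested on 1 library: without vehicle replicate 3 the macrophage median was −0.10, and without vehicle replicate 2 that of lipogenesis was −0.14, neither called. Other single libraries moved the macrophage median to −0.65 (without vehicle replicate 1), −0.80 (without vehicle replicate 2) and −0.67 (without halofuginone replicate 3), and lipogenesis to −0.25 and −0.21 (without halofuginone replicate 1 and 2). With an estimated correlation 0 lists were called, 2 having an unadjusted p under 0.05. Fatty acid oxidation (−0.14) was called by camera without vehicle replicate 3 (−0.24) or halofuginone replicate 1 (−0.26), and thermogenesis (−0.20) without halofuginone replicate 1 (−0.30). Uncalled, the former was −0.083 without vehicle replicate 2 and 0.0047 without halofuginone replicate 2, and the latter −0.13 and −0.039 without vehicle replicate 1 and 2, 0.47 and −0.0080 without halofuginone replicate 2 and 3, and −0.082 with no filter.

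**Figure D3:**
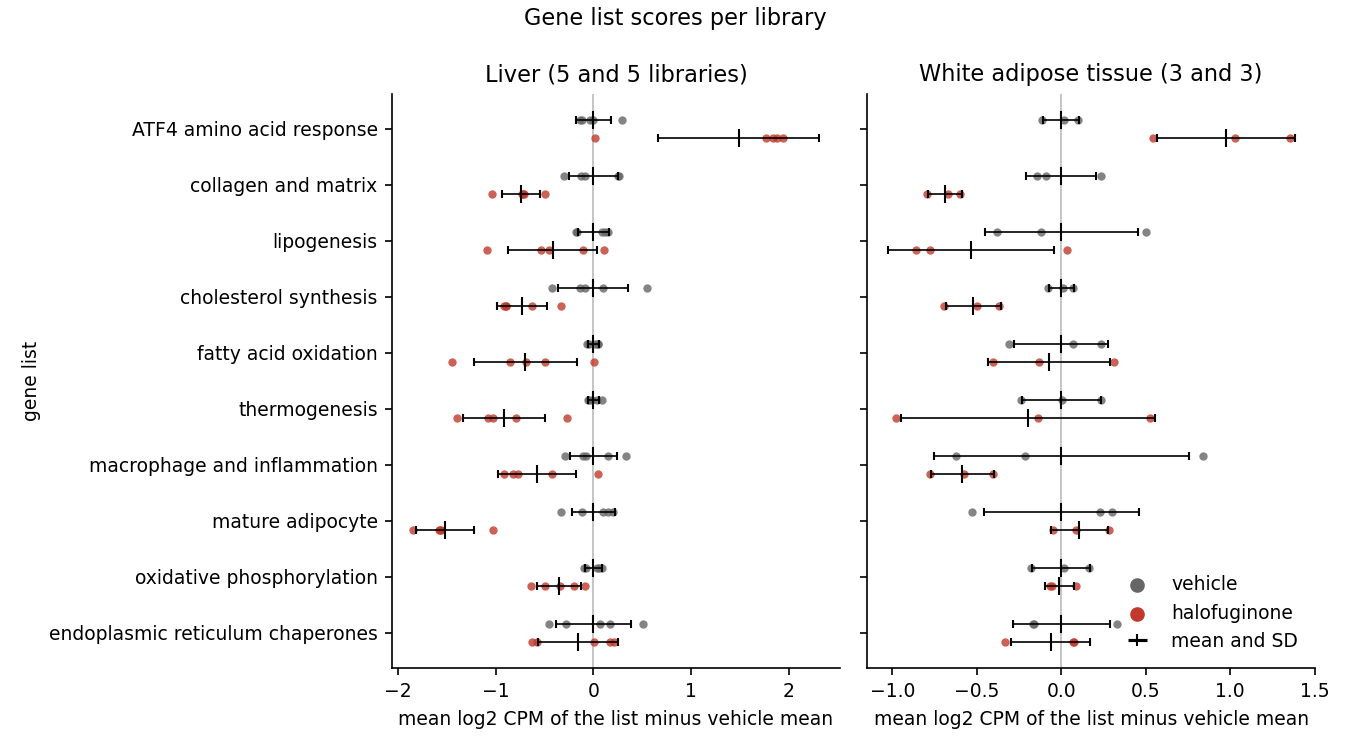
Score of each gene list in each library (x axis, mean log2 CPM over the list minus the vehicle mean; y axis, list) for liver (left) and white adipose tissue (right), vehicle in grey and halofuginone in red, with the mean and SD of each group in black. The ATF4 score is 1.77 to 1.94 in halofuginone livers 2 to 5 and 0.02 in replicate 1, and 0.54 to 1.35 in the 3 halofuginone fat libraries.

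The last comparison asked whether the effect of the drug differed between the tissues. In the joint fit of 14853 genes, edgeR called 141, 62 with a more positive effect in fat and 79 with a more positive effect in liver. The count was 1053 without halofuginone liver 1, and 34 without halofuginone liver 3. The 3 largest positive contrasts with at least 5 CPM in both tissues were in Cfd (10.82, SE 0.92, edgeR adjusted p 4.64e-05), Cidea (9.68, SE 1.55, adjusted p 0.00903) and Ntrk2 (4.30, SE 0.47, adjusted p 0.000872). Since Cfd was at the floor in treated liver, the size of its contrast depends on the prior count. In fat Cfd was higher in 3 of 3 halofuginone libraries, at 2603 ± 849 against 708 ± 307 CPM (SD, n = 3), whereas Cidea exceeded the vehicle range in 1 library and fell below it in 2. The largest negative contrasts were in Rap1gap2 (−4.83, SE 0.90, adjusted p 0.0254), Asns (−4.70, SE 0.92, adjusted p 0.0323) and Psat1 (−4.58, SE 0.98, adjusted p 0.0412). Vehicle livers held 0.643 CPM of Asns and 0.761 CPM of Psat1, and vehicle fat 44.7 and 132 CPM. Among the fixed genes Adgre1 also differed (−1.53, SE 0.27, adjusted p 0.0202), with 28.8 ± 3.57 and 28.6 ± 8.99 CPM in vehicle and treated liver (SD, n = 5).

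Among lists, fry called mature adipocyte alone as different between the tissues. Over its 22 genes, of which 7 did not pass the filter in liver, the median contrast was 0.71 (17 positive, fry adjusted p 0.0281), and 0.37 without vehicle fat 3. That call was lost without vehicle liver 4, halofuginone liver 3 or 5 or halofuginone fat 1 or 3 (fry adjusted p 0.0507 to 0.152). Over the 15 genes that passed in both tissues, a restriction added after seeing the data, it was 0.98 (12 positive, fry adjusted p 0.00252) and was called without each library in turn (fry adjusted p 0.00106 to 0.0196), with a median of 0.46 without vehicle fat 3. Camera also called oxidative phosphorylation (0.30, and 0.17 without vehicle fat 3) and fatty acid oxidation (0.52, and 0.33 without halofuginone liver 2 and 0.30 without halofuginone fat 1), which fry did not. With an estimated correlation camera called 0 lists, 1 having an unadjusted p under 0.05, and the adjusted p of mature adipocyte was 0.489 over 22 genes and 0.135 over 15. Across the 11782 genes tested in both tissues, the log2 fold changes correlated with Pearson's r of 0.252 and Spearman's rho of 0.289, and over the 6351 genes with a mean of at least 10 CPM in both r was 0.360. This correlation is across genes, which are not independent replicates. Of the 2697 genes called in liver and tested in fat, 71.2% changed in the same direction, 426 of them with an unadjusted p under 0.05 in fat, against 71 in the opposite direction.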

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

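The tests of a mislabelled or mixed sample, of a smaller exposure, of carried-over fat, of scaling across tissues and of lists in the contrast between tissues were chosen after the patterns were seen. In groups of 5 livers, a library was singled out when its gap to the nearest other library exceeded 0.71 of the group's range. Groups with every library at or under the floor were left out of this after 1 such group had been singled out. The limit was passed in 7 of 76 groups of values, where chance gives about 3.8, so single cases carry little weight. Of the 7, 4 concerned halofuginone liver 1.

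Halofuginone liver 1 was far from the other 4 in the score of the ATF4 list (0.02, next 1.77, gap 0.907 of the range), in Eprs (109 CPM, next 292 CPM, gap 0.832), in Acss3 (11.8 CPM, next 2.55 CPM, gap 0.848) and in Plin4 (10.6 CPM, next 2.97 CPM, gap 0.887). For Plin4 and Acss3 it still lay below every vehicle library, which the rule for naming these genes required. Asns (6.71 CPM), Trib3 (5.96 CPM) and Fgf21 (22.3 CPM) were above their vehicle maxima of 1.35, 5.73 and 17.3 CPM in halofuginone liver 1. The gap for Trib3 is within counting error, at 120 counts against 123 in vehicle liver 3. Ddit3 (3.73 CPM) was below its vehicle minimum of 4.67 CPM there, and Atf4 (65.0 CPM) was inside the vehicle range. A vehicle library under a treated label would show few of the falls seen in the other halofuginone livers. With 0.5 CPM added to each value, 34 genes that fell in those 4 livers lay in replicate 1 more than a factor of 2 below every vehicle liver, against at most 6 in a vehicle liver held out in the same way. They included Cfd, Cidea, Ntrk2, Cd36, Fabp4 and Cyp3a11, which argues against a swapped label. This count replaced a first test after its result had been seen. The first test took the median share of the effect on the log2 scale over genes that fell, which was 18.4% against −4.06 to 11.3% in held-out vehicle livers. The genes that rose point the other way. Only 5 of them lay far above every vehicle liver, against at most 4 in a held-out vehicle, and outside the ATF4 list they kept 0.813% of the effect, inside the vehicle range of −2.81 to 8.07%.

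RNA mixed with a vehicle library would have kept similar shares of rises and falls. On the CPM scale the median gene that fell kept 31.97% of the effect in replicate 1 (vehicle livers from −4.98 to 20.99%), while the ATF4 list kept −0.258%, which argues against mixing. Low depth is argued against, since the other 4 libraries thinned to its total had ATF4 scores of 1.76 or more. Whether 1 smaller exposure acted on all genes cannot be told apart from a response that differs by pathway. The ATF4 list kept 0.746% of the effect on the log2 scale, no lower than random lists of other genes that rose (permutation p 0.5) and lower than random lists of genes that fell (permutation p 0.03). A longer time since the last dose, or an animal with another response to the drug, may also apply and was not tested.

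The other 3 single libraries were halofuginone liver 2 for Moxd1 (149 CPM, next 22.8 CPM, gap 0.857) and vehicle liver 2 for Cfd (30.5 CPM, next 12.9 CPM, gap 0.784) and Asns (1.35 CPM, next 0.606 CPM, gap 0.721). No explanation of these was tested, and 3 such cases are no more than chance gives.

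The drug effect differed between the tissues in 141 genes by the test of the contrast, and only the real arrangement among 60 splits within each tissue gave as many (highest other 77). With libraries scaled within each tissue, 127 of the 141 genes were still called. The contrast cancels a scale factor shared by all libraries of a tissue, so this says little about scaling. A contrast with library size alone is not given here. A GC trend is argued against as the whole cause, since 131 genes were still called after its removal. Named genes with a called contrast were Cfd (10.82), Cidea (9.68), Ntrk2 (4.30), Plin4 (3.71), Adgre1 (−1.53), Rap1gap2 (−4.83), Asns (−4.70) and Psat1 (−4.58). The 141 calls assume that liver and fat libraries are independent, which the labels do not settle. The fit with the replicate number as a block, given below, called fewer genes. Its blocks join vehicle and halofuginone libraries of the same number, so it does not test that assumption. The tissues also differ in the number of libraries and in the baseline of these genes. With liver replicates 1 to 3 alone, 4 genes were called, a fit that keeps halofuginone liver 1 among 3 treated livers. A response specific to each tissue stays open as a hypothesis, and so does a baseline effect, in which Asns rose less on the log2 scale in fat because it started higher. Psat1 was not separated from replicate spread in fat (132 and 140 CPM, log2 fold change 0.079, SE 0.26). The baseline was not tested.

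By list, the contrast was called for mature adipocyte by fry, with a median of 0.71 over 22 genes (0.37 without vehicle fat 3) and of 0.98 over the 15 that passed the filter in both tissues (0.46 without vehicle fat 3). Over the 22 genes the fry call was lost without vehicle liver 4, halofuginone liver 3 or 5 or halofuginone fat 1 or 3 (fry adjusted p 0.0507 to 0.152). By camera only it was called for fatty acid oxidation (0.52, and 0.33 without halofuginone liver 2 and 0.30 without halofuginone fat 1) and oxidative phosphorylation (0.30, and 0.17 without vehicle fat 3), and with an estimated correlation for 0 lists, 1 having an unadjusted p under 0.05. With list genes that passed in both tissues, 51 of 60 splits within each tissue gave as many lists by camera, so the camera calls do not tell the arms apart. By fry 2 of 60 splits gave as many, the real one included, which argues against an arbitrary grouping for mature adipocyte. For mature adipocyte, 12 of 15 genes tested in liver were lower in treated than in vehicle libraries (median −0.72), while the median in fat was 0.11, and from −0.20 (without vehicle fat 3) to 0.38 (without vehicle fat 2) when 1 library was left out. Fat tissue carried along with vehicle livers is argued against. Cfd in vehicle livers was 1.94% of its level in vehicle fat, and at that share Adipoq would have reached 39.2 CPM and Lep 42.2 CPM, against 0.0154 and 0 CPM measured. The median over 7 abundant fat transcripts was 0.276% of the implied level. Lipe (66.0%) and Car3 (1255%) were higher, and Car3 was abundant in vehicle liver itself at 1853 CPM. A change of lipid droplet genes within liver cells may explain the difference, as a hypothesis found and tested on the same data.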

How the results depend on the processing

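The splits counted by fry, by unadjusted p and, for the correlation, over liver libraries were chosen after the other counts had been seen. The liver count stayed within a factor of 1.5 of 2850 under the other tests, scalings and filters tried, with DESeq2 (3619 genes), no filter (2624), 1 fit of all groups (2193), DESeq2 size factors (2806), library size alone (3627), limma on FPKM (2827, of which 2050 were higher and 777 lower) and GC trend removal (2981, added after seeing the data). A threshold of 1 on the absolute log2 fold change left 693 by construction. The fits that each left out 1 library gave from 1275 to 5312 genes, and the highest value came without halofuginone liver 1. That fit called 2838 of the 2850 genes. Only the real split of 100 gave as many genes, but a split that exchanged halofuginone liver 1 with a vehicle liver gave 2645. After removal of GC trends 2785 of the 2850 genes were still called.

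In fat the main test called 0 genes. DESeq2 called 723, 1 fit of all groups 334, limma on FPKM with a pseudocount of 1 called 17, the GC correction added after seeing the data 11, and the fit without a filter 1. The cause was not tested for these, except that DESeq2 gave 27.9% false calls in simulated data of this size and the fit of all groups shares 1 estimate of the spread with liver. The fits that each left out 1 library gave from 0 to 1 genes. With 3 against 3 libraries, 10 of 10 splits gave at least 0 genes, which says nothing, and 18 was the highest of the others. For genes with an unadjusted p under 0.05, 1 of 10 splits, the real one, reached 1881, and the next gave 1602. The share of 10 splits cannot fall under 0.1.

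For the difference between tissues, DESeq2 called 687 genes, liver replicates 1 to 3 alone 4, and the fits without 1 library from 34 to 1053. The last 2 use fewer samples, and the fit without halofuginone liver 1 gave the highest count, with all 141 genes among its 1053. DESeq2 also called all 141, and the cause of its higher count was not tested. The correlation of effects was 0.360 at 10 CPM or more and from 0.194 to 0.265 without 1 library (added after seeing the data), and 1 of 10 splits of the fat libraries, the real one, gave a correlation as far from 0. Of 100 splits of the liver libraries 6 did, the real one included, with 0.284 when halofuginone liver 1 and vehicle liver 3 were exchanged, so the correlation does not tell the liver arms apart.

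Camera with an estimated correlation called 0 lists in both tissues, where the preset called 9 and 5, and fry called 7 and 3. Estimating the correlation widens the test by construction. It did call a list moved in simulated data (median −0.79 in liver, −0.76 in fat), in which genes were drawn independently of each other. For the contrast between tissues camera called 3 lists, and among alternatives added after seeing the data fry called 1, with all list genes or with those that passed the filter in both tissues, an estimated correlation gave 0, and fits without 1 library gave from 3 to 4. As many lists as the real split were called by camera in 12 of 100 splits in liver and 9 of 10 in fat, and by fry in 1 of 100 and 1 of 10. Without 1 library, camera called from 8 to 9 lists in liver and from 4 to 7 in fat.

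Directions reversed only in fits without 1 library, for results not past the threshold. In liver Adgre1 went from −0.24 to 0.079. In fat Scd1 went from −0.34 to 0.45, and the list medians went from −0.26 to 0.0047 for fatty acid oxidation, from −0.30 to 0.47 for thermogenesis, from −0.20 to 0.38 for mature adipocyte, from −0.11 to 0.052 for oxidative phosphorylation and from −0.16 to −1.7e-05 for endoplasmic reticulum chaperones. Some of these reversals are in camera's direction while the median stayed near 0.

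The replicate numbers do not pair vehicle with halofuginone libraries of a tissue, since deviations of same-numbered libraries correlated at −0.16 to 0.06 in liver and −0.57 to 0.11 in fat. Liver and fat libraries with the same number were not compared in this way. With the number as a block, 1901 liver genes, 0 fat genes, 23 genes for the difference between tissues, 8 liver lists and 5 fat lists were called. Each block joined vehicle and halofuginone libraries of the same number. The 23 genes therefore do not settle whether liver and fat libraries are independent. Named liver genes changed side 7 times without 1 library (5 weaker, 2 stronger) and 2 times otherwise (both stronger), and fat genes 11 times, all stronger under DESeq2. Liver lists changed side 5 times without 1 library (4 weaker, 1 stronger) and fat lists 5 times (2 weaker, 3 stronger).

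Depth limits Cfd and Cidea in treated liver and Moxd1 in vehicle liver, which are at or near the floor, so that their folds are lower bounds or depend on the prior count.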

Other observations

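The tests of epididymis, brown fat, lymphocyte and mesothelium genes were chosen after high values of some members had been seen, and the brown fat and mesothelium lists were themselves written after that. The fits of the endothelium comparison that each left out 1 library were also chosen after its first result, as were the counts of acute phase genes per library.

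In fat, vehicle replicate 2 and halofuginone replicate 3 deviated from their group means together (r = 0.516 across 14030 genes). This was the highest r among pairs of a vehicle and a halofuginone fat library, and the other pairs ran from −0.570 to 0.425. Deviations from the mean of 3 libraries are tied to each other, so these pairs are not independent. Ddx3y was at 16.2 and 15.3 CPM in vehicle replicate 2 and halofuginone replicate 3, against 61.1 to 88.7 CPM in the other 4 fat libraries. Strn3 was at 21.1 and 19.7 CPM, against 53.5 to 60.7 CPM. The shared deviation correlated with GC content (r = 0.449), but the deviations still correlated at 0.428 after each library's GC trend was removed, which argues against GC content as the whole cause. Transcript length is argued against too (r = −0.14). The median shared deviation over the 9 genes of the mesothelium list was 1.69 on the log2 scale (permutation p 0.0001, the smallest that 10000 draws can give). Upk3b was at 34.3 and 16.1 CPM there and at 0.744 to 10.2 CPM in the others. Fat expressed 6 of the 9 genes at 5 CPM or more, and Krt8 and Krt18 are also in the epithelium list. Krt18 was highest in halofuginone fat 1 (44.6 CPM, against 31.5 and 22.99 CPM), whose list sum of 138 CPM also exceeded the 111 CPM of halofuginone fat 3, so the list does not single out these libraries by its sum. More mesothelial cells in both samples may explain part of the pattern. Epcam was at 20.5 and 15.1 CPM in them, so epithelial cells stay open too. Mitochondrial genes made up 2.63% and 3.20% of the counts in these samples, against 4.31 to 5.27% in the other 4 fat libraries. A difference in RNA quality therefore also stays open and was not tested.

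Some fat libraries held genes of epididymis. In vehicle replicate 3, 4 of the 12 list genes were more than 2 times the median of the others (Crisp1 63.6, Adam7 12.5, Spink8 11.3 and Wfdc10 1.27 CPM, permutation p 0.0114), and in halofuginone replicate 1, 8 were, among them Lcn8 at 4.81 and Lcn9 at 4.25 CPM, a count for which no p was computed. RNA from epididymis may account for this. Of the list, 2 genes passed the filter in fat, and 1 had a mean of 5 CPM or more.

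Ucp1 was at 45.4 CPM in halofuginone fat 1 and at 0.0555 to 0.635 CPM in the other 5 fat libraries. In that library 7 of the 9 brown fat genes were more than 2 times the median of the others (permutation p 0.0001, the smallest possible), with Cidea at 30.7 CPM and Elovl3 at 9.68 CPM. All 9 genes are also in the thermogenesis list, and 4 had a mean of 5 CPM or more in fat. A candidate explanation is brown or beige fat cells in that sample. The other 2 treated libraries had 0 such genes, so a drug effect is not shown.

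Lymphocyte genes were higher in halofuginone liver 1, where 8 of 15 list genes were more than 2 times the median of the other livers (permutation p 0.0001, the smallest possible), with Cd8a at 2.93 and Cd79a at 2.63 CPM. No other liver had more than 1 such gene. The summed CPM of the list was nevertheless highest in vehicle liver 1 (47.4), above halofuginone liver 1 (36.2). More lymphocytes in that sample may explain it, at levels of a few CPM. A link to the low score of the ATF4 list in that library was not tested.

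Of 19 acute phase genes, 18 and 16 lay above every vehicle liver in halofuginone livers 2 and 3. In replicates 4 and 5 the genes were divided, with 10 above in each and 2 and 4 below every vehicle liver, and in replicate 1 there were 0 above and 13 below. The score per library gave an exact permutation p of 0.238 (n = 5 each). The summed CPM of the list, led by abundant genes such as C3, was 177748, 83243, 63646 and 61644 in replicates 2 to 5, against at most 49912 in vehicle, and 30939 in replicate 1. C3 was at 18106 and 15272 CPM in replicates 4 and 5, with a vehicle maximum of 11134 CPM. In replicates 2 and 3 Saa2 was at 9656 and 1246 CPM, Saa1 at 5794 and 1037 CPM and Lcn2 at 2987 and 799 CPM, against 15.6 to 318, 37.3 to 353 and 20.2 to 183 CPM in the other 8 livers. Saa1 and Saa2 are near-identical copies that can share reads. More macrophages in livers 2 and 3 are argued against, since the macrophage score was −0.42 in the higher of both and no lower than −0.29 in vehicle. Other immune cells were not tested. Inflammation from the injections may apply and was not tested.

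In fat the collagen and macrophage lists fell (median log2 fold change −0.79 and −0.66 in the gene fits), whereas the endothelium list had a median of 0.35. All 13 endothelium genes were higher, but the score per library did not separate the arms (exact permutation p 0.4, n = 3), and vehicle fat 3 had the lowest sum (886 CPM, against 2068 and 2473 CPM in the other vehicles and 2047 to 2926 CPM under halofuginone). That library also had the highest macrophage score (0.84). Without it the endothelium median was 0.018 and the macrophage median −0.030. The endothelium median was 0.67 without vehicle fat 2 and 0.21 without halofuginone fat 1. For collagen, a smaller share of stromal and vascular cells as a whole is argued against. The endothelium median exceeded the collagen median by 1.13 (permutation p 0.0006). In the 6 fits that each left out 1 library it did so by at least 0.58, the least without vehicle fat 3 (permutation p 0.0208). Permutation p-values not called exact here come from draws over genes, so they do not measure the spread between libraries. The difference per library was larger in all 3 halofuginone libraries than in any vehicle. For macrophages this explanation cannot be told apart from a change of macrophages alone, because the difference of 1.01 (permutation p 0.0061) rested on vehicle fat 3, without which it was 0.049 (permutation p 0.76). It was 1.52 without vehicle fat 2, and it overlapped between the arms per library. With GC trends removed the medians were −0.78 for collagen and −0.64 for macrophage, so a GC bias is argued against. The lymphocyte list had a median of −0.48 in fat (10 of 14 genes lower, exact permutation p 0.3, n = 3). It was −0.28 without vehicle fat 2, −0.31 without halofuginone fat 1 or 2 and −0.98 without halofuginone fat 3. Fewer macrophages, fewer immune cells as a whole, fewer collagen-producing cells and lower collagen transcription all stay open. No list of fibroblast markers was tested.

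Of the marker lists in liver, abundant fat transcripts (6 of 6 tested genes lower) and brown fat (4 of 4 lower) differed by arm. Each had an exact permutation p of 0.00794, and the others had p-values from 0.143 to 0.937. Brown fat includes Cidea, at 0 CPM in halofuginone liver 1, where Elovl3 (61.8 CPM) lay inside the vehicle range. In fat, exocrine pancreas had an exact permutation p of 0.1, the smallest that 3 against 3 can give, resting on Cela1 alone, and the others had p-values from 0.3 to 1. Summed CPM of skeletal muscle genes was at most 0.795 in liver. In fat, where Acta1 made up most, it was 112 to 196 in vehicle and 69.2 to 79.6 under halofuginone. These sums did not overlap, although the median log2 fold change of the list was −0.0652. Exocrine pancreas reached 9.19 CPM in liver and 44.3 CPM in fat, mostly Cela1. Erythrocyte genes summed to 72.3 to 249 CPM in liver and 204 to 820 CPM in fat, and mammary and skin epithelium genes to 198 to 636 CPM in liver, from Krt8 and Krt18, and 14.5 to 105 CPM in fat.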
